A study of Rattus norvegicus with 6 samples. Its data were reported in "Co-expression analysis reveals dysregulated miRNAs and miRNA-mRNA interactions in the development of contrast-induced acute kidney injury" (2019).

How the data were processed

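Small RNA was sequenced from kidney tissue of 6 male Sprague-Dawley rats aged 3 months. The sample labels place 3 rats in the contrast-induced acute kidney injury (CI-AKI) group and 3 in the Control group. Per the labels, water was withheld from all rats for 48 hours before they were given indomethacin, which blocks prostaglandin synthesis, and L-NAME, which blocks nitric oxide synthesis, at 10 mg/kg each. CI-AKI rats then received the iodinated contrast medium iopromide and Control rats normal saline, and kidneys were perfused with saline before RNA was taken.

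The authors prepared libraries with a TruSeq small RNA kit, mapped clean reads to the repeat-masked rat genome assembly Rnor_6.0 with Bowtie allowing a single mismatch, and removed reads matching tRNA, rRNA, snRNA and snoRNA. Reads matching miRBase entries were counted as mature miRNAs. The remaining reads were passed to miRCat, which predicts miRNAs that miRBase does not hold. These entries are called predicted miRNAs here. The version of Bowtie and the handling of reads that match several miRNAs were not stated. Members of near-identical families (the let-7, miR-30, miR-200 and miR-17 families among those named) are therefore uncertain where their reads could have been split or shared.

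The deposited table held whole-number read counts for each miRNA in each library, made by the authors without normalization. A further set of columns, named as TPM in the table, held CPM values computed by the authors. Each of those values equalled the count scaled by the total of its own library, with no term for length. Tests used the counts. The table listed 892 miRNAs, 753 mature and 139 predicted, and 185 of the mature miRNAs were at 0 in every library. No sequences were used here, so a bias from base composition could not be tested. Genome positions served only to group miRNA genes into clusters, and no coordinates are given.

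The main test was the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, two-sided, with TMM normalization, a design holding the group alone, and the filterByExpr rule with a minimum count of 10. It was fitted on 438 miRNAs, 377 mature and 61 predicted, which held at least 99.986% of the counts of every library. P-values were adjusted by the Benjamini-Hochberg method over all 438, with a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The criteria used by the study, a fold change of at least 1.5 with a p under 0.05, were applied with p taken as unadjusted to the same fit. Values per library are TMM-normalized CPM, given as mean ± SD, except for 2 miRNAs below the filter, whose CPM was scaled by library totals alone. Shares of counts were compared by two-sided exact permutation tests, whose smallest possible p with 3 against 3 libraries is 0.1.

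The total count per library ran from 3660232 to 13542855. At these depths 3 counts, taken as the smallest detectable signal, correspond to 0.222 to 0.820 CPM. Floors of this kind cover counting error only, since PCR copies are not independent molecules. On counts simulated for 438 miRNAs from the means and library sizes of these samples, with 200 changed 2-fold, the main test recovered 132 (66.0%) and made 5 false calls. With no change simulated it made 0 adjusted calls and 5.48% of unadjusted p-values were under 0.05. The 66.0% holds for that setting only. Recovery was not measured with fewer changed miRNAs or with changes under 2-fold.

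The named miRNAs were fixed by a rule written before the data were examined. They are the 6 miRNAs the study took to RT-qPCR, 4 others its text singles out (rno-miR-122-5p, rno-miR-1298, rno-miR-191a-5p and rno-miR-188-5p), the 5 mature miRNAs with the largest rise and the 5 with the largest fall among those with an adjusted p under 0.05 and no overlap between the groups, a predicted miRNA in each direction by the same criteria, and the 3 most abundant mature miRNAs. No predicted miRNA met the criteria. The alternatives were RLE, upper-quartile and total-count normalization, DESeq2 1.42.0, the exact test of edgeR, limma 3.58.1 with voom, other filters on low counts, mature miRNAs alone, a stricter call, other sets of miRNAs for the shares, a replicate block and leaving out each replicate in turn. Sample titles number the replicates 1 to 3 in each group, and these numbers gave the pairing for the block. Libraries thinned to the smallest total, predicted miRNAs with every 0 replaced by 9 reads, identical predicted entries merged, and the 10 most abundant miRNAs left out were added after seeing the data. RefSeq gene neighbours on the GRCr8 assembly were used only to group miRNA genes into clusters.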

Results

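Small RNA libraries from the kidneys of 3 CI-AKI rats and 3 Control rats were compared. The Control libraries held 9410134, 3660232 and 11120448 counts in replicates 1, 2 and 3, and the CI-AKI libraries held 11018761, 11530828 and 13542855. Control replicate 2 was thus the shallowest library. Between 494 and 553 miRNAs were above 0 in the Control libraries and between 566 and 592 in the CI-AKI libraries. TMM factors ran from 0.963 to 1.04.

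Replicates were compared before they were averaged. The chi-square statistic per degree of freedom between 2 libraries of one group ran from 31.4, for CI-AKI replicates 1 and 2, to 222.7, for CI-AKI replicates 2 and 3. No pair agreed within counting error. PCR copies are not independent molecules, so this statistic cannot show that the libraries are separate samples. All 6 libraries were counted as separate samples by their labels. Across the 438 tested miRNAs, which are not independent of each other, Pearson's r of log2 CPM was 0.971 to 0.993 within groups and 0.965 to 0.987 between them. On the first principal component of the 253 miRNAs with a mean count of at least 100, which held 48.8% of the variance, the Control libraries scored 4.49, 2.47 and 2.33 and the CI-AKI libraries -4.28, -3.19 and -1.83. The labels gave no sequencing batch or date, so none could be examined.

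A few miRNAs took most of the counts. The 10 most abundant miRNAs held 75.2% ± 0.636 (SD, n = 3) of the counts in Control and 73.4% ± 0.384 (SD, n = 3) in CI-AKI. The groups did not overlap, and the exact permutation p was 0.1, the smallest that 3 against 3 can give. The most abundant, rno-miR-10a-5p, held 27.1% ± 1.04 of the counts in Control and 23.8% ± 0.250 in CI-AKI (exact permutation p = 0.1, n = 3 per group). The share of rno-miR-22-3p was 17.7% ± 0.731 against 17.1% ± 0.437, a difference within the spread between replicates (exact permutation p = 0.5, n = 3 per group). The share of rno-miR-192-5p was 8.83% ± 0.793 in Control and 10.6% ± 1.26 in CI-AKI (exact permutation p = 0.1, n = 3 per group). In the edgeR quasi-likelihood test none of these 3 miRNAs had an adjusted p under 0.05, with log2 fold changes of -0.21, -0.07 and 0.24 and adjusted p-values of 0.118, 0.575 and 0.231. The 3 shares were single comparisons from 1 family, and no adjustment can bring an exact p of 0.1 under 0.05. Of the alternatives tried for the share of the 10 most abundant, taking the 20 most abundant moved it most, to a difference of -0.430 percentage points (exact permutation p = 0.3).

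Predicted miRNAs held 0.0391% ± 0.00623 (SD, n = 3) of the counts in Control and 0.0391% ± 0.00206 (SD, n = 3) in CI-AKI (exact permutation p = 1). The number of predicted miRNAs above 0 was 51 ± 12.5 (SD, n = 3) in Control and 80.7 ± 5.03 (SD, n = 3) in CI-AKI (exact permutation p = 0.1). For mature miRNAs the numbers above 0 were 481.7 ± 26.1 and 498 ± 8, which overlapped (exact permutation p = 0.4, n = 3 per group).

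The question of the study was which miRNAs are expressed differently in the kidney after contrast medium. Of the 438 miRNAs tested, 20 had an adjusted p under 0.05 in the edgeR quasi-likelihood test, 11 higher and 9 lower in CI-AKI. The groups did not overlap for any of the 20. Among all 438, 142 (32.4%) had no overlap between groups, where chance gives 10% on average over all splits of the libraries. How far a single split departs from that average was not measured for these miRNAs, which are not independent of each other. The log2 fold changes of the 20 ran from 0.41 to 1.34 for the rises and from -0.38 to -1.13 for the falls, and the smallest adjusted p was 0.0166. Of these, 15 also had a fold change of at least 1.5, 9 higher and 6 lower. The alternative that moved the number of 20 most was DESeq2, with 41. The number fell to 0 when CI-AKI replicate 1 or CI-AKI replicate 2 was left out, where 65 and 76 miRNAs still had an unadjusted p under 0.05. Without adjustment, 101 of the 438 had p under 0.05, 52 higher and 49 lower.

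**Figure D1:**
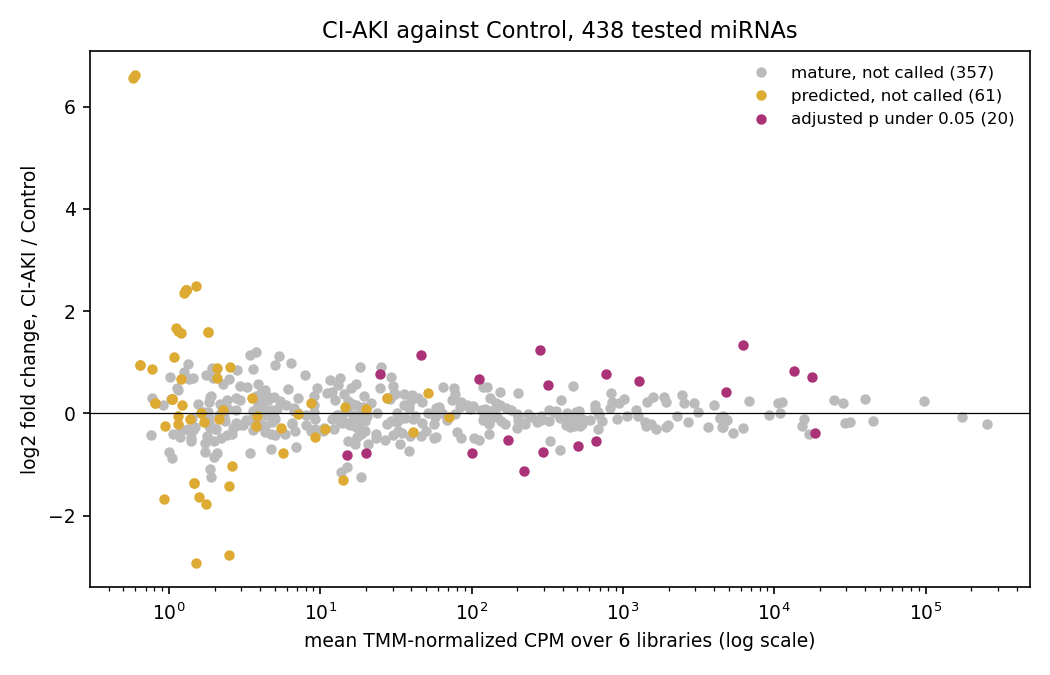
Each point is 1 of the 438 tested miRNAs, with the mean TMM-normalized CPM over 6 libraries on the x axis (log scale) and the log2 fold change of CI-AKI over Control on the y axis. The 20 miRNAs with an adjusted p under 0.05 are mature and lie between -1.13 and 1.34, while the widest changes belong to predicted miRNAs at low CPM, none of which passed.

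By the criteria of the study, with p taken as unadjusted (a fold change of at least 1.5 and p under 0.05), 32 mature miRNAs were called, 18 higher and 14 lower in CI-AKI. The alternative that moved this number most was the fit without Control replicate 3, with 44, 35 higher and 9 lower. By the same criteria 10 predicted miRNAs were called, 7 higher and 3 lower, and with no filter on low counts there were 27. None of the predicted miRNAs had an adjusted p under 0.05 (edgeR, smallest 0.0775), and 10 had an unadjusted p under 0.05. All 7 that rose were listed at 0 in at least 1 Control library, and 2 of them, numbered 6 and 134 among the predicted entries, in all 3 Control libraries. Their counts in CI-AKI libraries were 11 to 30 reads. The 3 that fell, numbered 1, 94 and 127, were above 0 in every library. These 5 are named after their values were seen.

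**Figure D2:**
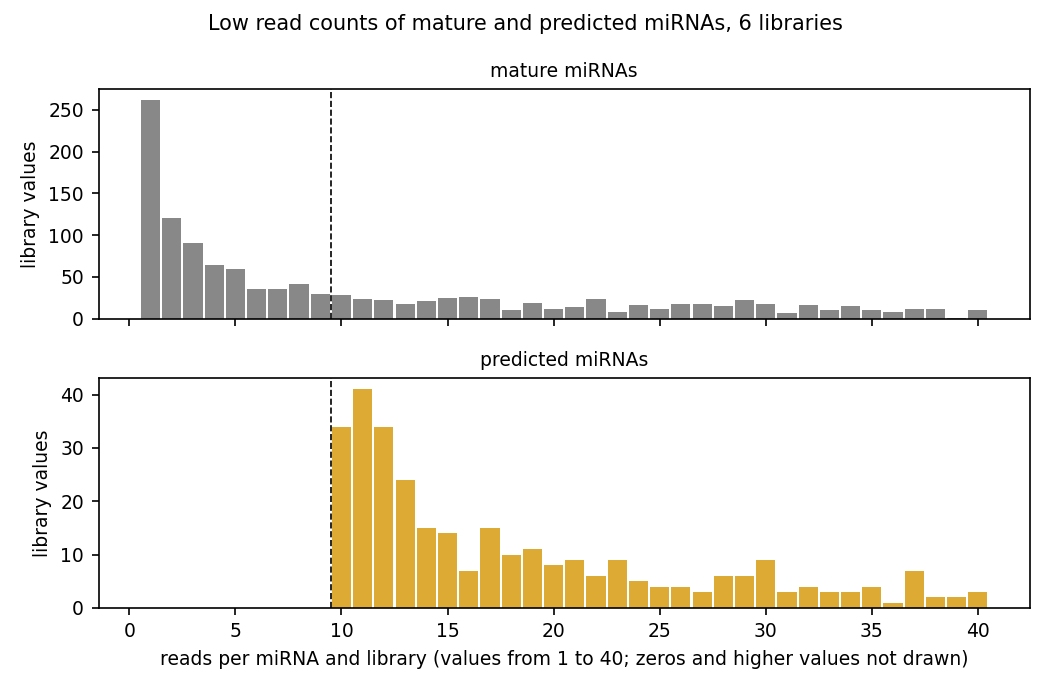
The bars count library values of 1 to 40 reads, in the upper panel for mature and in the lower for predicted miRNAs, with all 6 libraries together. The dashed line lies between 9 and 10 reads, and of the 395 values of predicted miRNAs above 0 none lies to its left, against 737 of 2939 for mature miRNAs.

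Of the 6 miRNAs the study chose for RT-qPCR, 4 had an adjusted p under 0.05 over all 438 tested, 3 higher and 1 lower. Adjusted over these 6 alone, all 6 passed, which shows no stability because the study had picked them from the same libraries. rno-miR-126a-5p rose from 3504 ± 826 CPM (SD, n = 3) in Control to 8897 ± 2325 in CI-AKI, a log2 fold change of 1.34 (SE 0.23, edgeR adjusted p = 0.0239). rno-miR-322-5p rose from 169 ± 46.1 to 397 ± 68.0 CPM, a log2 fold change of 1.24 (SE 0.21, edgeR adjusted p = 0.0239). rno-miR-30c-5p rose from 13435 ± 2422 to 22106 ± 449 CPM, a log2 fold change of 0.72 (SE 0.13, edgeR adjusted p = 0.0239). rno-miR-374-5p fell from 303 ± 9.14 to 138 ± 31.9 CPM, a log2 fold change of -1.13 (SE 0.16, edgeR adjusted p = 0.0217). For each of these 4 all CI-AKI libraries lay beyond all Control libraries. The other two did not pass. rno-miR-378b was at 26.2, 25.8 and 26.1 CPM in Control and at 5.67, 5.94 and 21.2 CPM in CI-AKI replicates 1, 2 and 3, so that CI-AKI replicate 3 stood near the Control level (log2 fold change -1.24, SE 0.47, edgeR adjusted p = 0.159). rno-miR-708-5p was at 3.55 ± 1.54 CPM in Control and 7.18 ± 2.18 CPM in CI-AKI, from 19 to 103 counts per library, and its groups overlapped (log2 fold change 1.11, SE 0.35, edgeR adjusted p = 0.118).

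**Figure D3:**
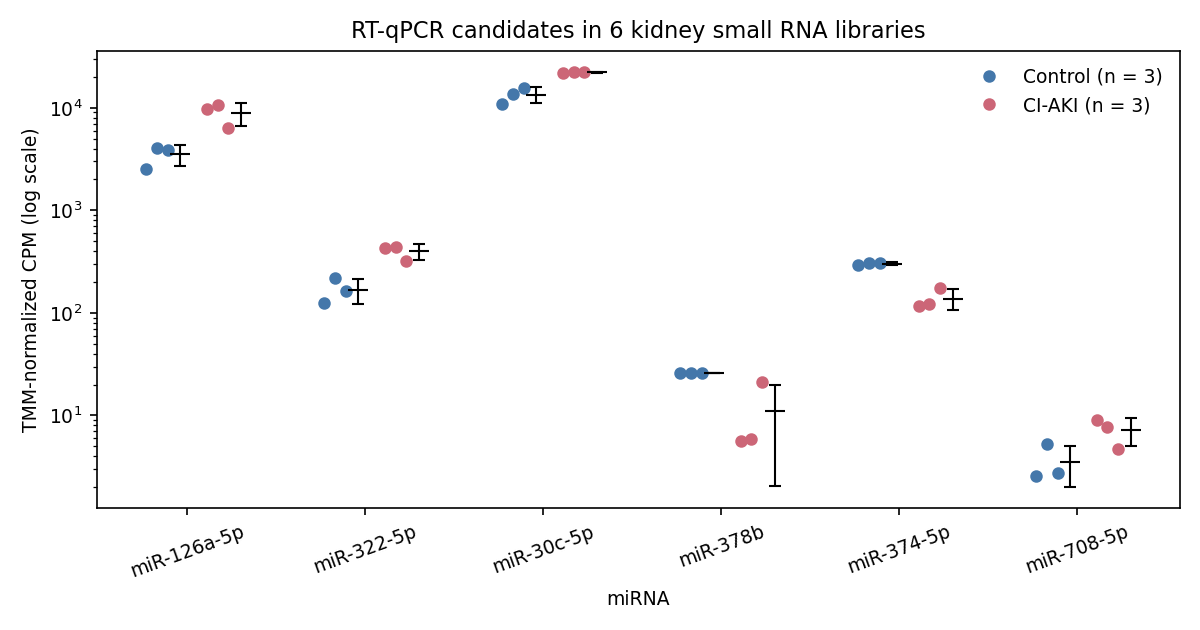
Points are the TMM-normalized CPM (log scale) of the 6 RT-qPCR miRNAs in each of 3 Control and 3 CI-AKI libraries, in replicate order from left to right, and the black marks are mean ± SD. The groups are apart for all but rno-miR-708-5p, and CI-AKI replicate 3 of rno-miR-378b, at 21.2 CPM, lies close to the 3 Control libraries.

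Among the mature miRNAs with an adjusted p under 0.05, the 5 largest rises were those of rno-miR-126a-5p and rno-miR-322-5p, given above, and of the following 3. rno-miR-200a-5p rose from 29.0 ± 6.53 to 63.7 ± 12.0 CPM, a log2 fold change of 1.14 (edgeR adjusted p = 0.0269). rno-miR-191a-5p rose from 9705 ± 1864 to 17332 ± 784 CPM, a log2 fold change of 0.84 (edgeR adjusted p = 0.0239). rno-miR-200b-5p rose from 18.2 ± 0.574 to 31.2 ± 2.16 CPM, a log2 fold change of 0.78 (edgeR adjusted p = 0.0239). The 5 largest falls were rno-miR-374-5p, rno-miR-18a-5p, rno-let-7i-3p, rno-miR-326-3p and rno-miR-652-3p. The log2 fold changes of the last 4 were -0.81, -0.78, -0.77 and -0.76, with edgeR adjusted p-values of 0.0469, 0.0431, 0.0277 and 0.0344. rno-miR-18a-5p and rno-let-7i-3p lost their adjusted p under 0.05 under most other settings, RLE factors and total-count scaling among them. Of these 10 miRNAs, 9 had a tested opposite arm. In 6 of the 9 its log2 fold change had the same sign, with 0.29 for rno-miR-322-3p, 0.20 for rno-miR-191a-3p, 0.17 for rno-miR-200b-3p, -0.09 for rno-miR-18a-3p, -0.39 for rno-let-7i-5p and -0.47 for rno-miR-652-5p. In the other 3 the sign was opposite. These were -0.27 for rno-miR-126a-3p, -0.23 for rno-miR-200a-3p and 0.17 for rno-miR-374-3p. None of the 9 had an adjusted p under 0.05. rno-miR-30c-5p has 2 opposite arms, and their log2 fold changes differed in sign, -0.24 for rno-miR-30c-2-3p and 0.13 for rno-miR-30c-1-3p. rno-miR-188-5p had a log2 fold change of 0.71 (SE 0.21, edgeR adjusted p = 0.112) and did not pass. Neither did rno-miR-363-3p (log2 fold change 0.92, edgeR adjusted p = 0.266), whose groups overlapped, nor rno-miR-674-3p (0.65, edgeR adjusted p = 0.118). These last miRNAs lie outside the rule and were added after the data were seen.

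rno-miR-122-5p and rno-miR-1298 were too low for the filter on low counts. The counts of rno-miR-122-5p were 1, 0 and 2 in Control and 102, 34 and 1 in CI-AKI, so the rise rested on CI-AKI replicates 1 and 2. Its mean in CI-AKI, scaled by library totals alone, was 4.09 ± 4.70 CPM (SD, n = 3). This was at least 8.72-fold higher than the level that 3 counts give in Control. The bound was 8.29-fold with TMM factors and 3.22-fold without CI-AKI replicate 1. The counts of rno-miR-1298 were 6, 7 and 5 in Control and 1, 0 and 3 in CI-AKI, and it was at least 3.98-fold lower by the same reckoning, or 2.16-fold without Control replicate 2. Fitted with no filter, rno-miR-122-5p was 30.6-fold higher (edgeR unadjusted p = 0.0100, adjusted p = 0.168) and rno-miR-1298 8.09-fold lower (edgeR unadjusted p = 0.0585, adjusted p = 0.297). Neither had an adjusted p under 0.05, while rno-miR-122-5p met the criteria of the study.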

Values the study reported

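The study reported that 72 of 673 miRNAs were expressed differently in CI-AKI kidneys, by a fold change of at least 1.5 and a P-value below 0.05. Of these, 36 were mature and 36 were predicted by software. Among the mature miRNAs, 23 were higher and 13 lower in CI-AKI. The largest rise it gave was 42.9-fold for rno-miR-122-5p, and the largest fall was 9.6-fold for rno-miR-1298. For the miRNAs it took to RT-qPCR, the sequencing fold changes it listed were 2.60 for rno-miR-126a-5p, 2.41 for rno-miR-322-5p, 1.67 for rno-miR-30c-5p, 2.08 for rno-miR-708-5p, -2.39 for rno-miR-378b and -2.17 for rno-miR-374-5p. The study ran RT-qPCR on kidneys of additional CI-AKI rats and of controls, so it was more than a second measurement of the sequenced CI-AKI rats. It described RT-qPCR results that matched the sequencing for rno-miR-378b, rno-miR-30c-5p, rno-miR-322-5p and rno-miR-126a-5p. For rno-miR-374-5p and rno-miR-708-5p its RT-qPCR means moved opposite to the sequencing, without a P-value below 0.05.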

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

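The number of miRNAs with an adjusted p under 0.05 was 20 (11 higher, 9 lower). It became 41 (26 higher, 15 lower) with DESeq2, which included all 20, and 13 (10 higher, 3 lower), all among the 20, with upper-quartile factors. Other scalings moved the split of directions, to 11 higher and 5 lower with RLE factors and 12 higher and 4 lower with the 10 most abundant miRNAs left out. Total-count scaling gave 10 higher and 6 lower, and thinned libraries 12 higher and 6 lower. No setting moved the median log2 fold change by 0.1. Across the 6 fits that each left out one replicate the number ran from 0 to 34 (31 higher, 3 lower, without Control replicate 3). It was 0 without CI-AKI replicate 1 and without CI-AKI replicate 2, where 65 and 76 miRNAs had an unadjusted p under 0.05. The cause was not tested.

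With the replicate number as a block the number was 6 (5 higher, 1 lower), with 85 at an unadjusted p under 0.05. Same-numbered libraries come from different animals, and their deviations from the group means had a mean correlation of -0.0392 over the 438 miRNAs. Under the block 5 predicted miRNAs passed a fold change of 1.5 with an unadjusted p under 0.05, and the 4 RT-qPCR miRNAs with an adjusted p under 0.05 were kept. The difference in the share of the 10 most abundant miRNAs was -1.83 percentage points with an exact sign-flip p of 0.25, the smallest that 3 pairs can give.

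The 10 predicted miRNAs past a fold change of 1.5 and an unadjusted p under 0.05 became 27 (21 higher, 6 lower) with no filter, 4 (0 higher, 4 lower) with at least 10 counts in every sample, and 3 (0 higher, 3 lower) in libraries thinned to the smallest total. Leaving out one replicate gave from 3 to 23. The number of mature miRNAs by the same criteria was 32 (18 higher, 14 lower). It ran from 30 to 42 under the settings that kept all replicates and from 26 to 44 across the 6 that left one out. Rises outnumbered falls more strongly in each of these 6. The split ran from 17 higher and 11 lower without CI-AKI replicate 2 to 35 higher and 9 lower without Control replicate 3.

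The 4 RT-qPCR miRNAs with an adjusted p under 0.05 were kept under each setting tried for them that used all 6 libraries. Leaving out one replicate gave from 0 to 6 of them, 0 without CI-AKI replicate 1 or 2 and 6 without CI-AKI replicate 3. The difference in the share of predicted miRNAs, 7.61e-05 percentage points, was reversed to -0.00123 over those with at least 10 counts in every sample, and ran from -0.00199 to 0.00366 percentage points when one replicate was left out. Each is smaller than the SD of the Control libraries, 0.00623. The log2 fold change of rno-miR-22-3p, -0.07, was reversed to 0.0442 without Control replicate 1, and ran from -0.0480 to 0.0442 when one replicate was left out.

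For single miRNAs and settings that kept all replicates, 187 comparisons were made. Of these 165 kept their direction and their side of the threshold, 21 lost the threshold and 1 passed it. Leaving out one replicate gave 102 comparisons, of which 58 kept both, 40 lost the threshold, 3 passed it and 1 was reversed. rno-miR-378b, rno-miR-708-5p and rno-miR-188-5p passed when CI-AKI replicate 3 was left out. The lower bounds for rno-miR-122-5p and rno-miR-1298 have no threshold and are not counted. With one replicate left out they ran from 3.22 to 13.9 and from 2.16 to 5.07. The depth of Control replicate 2, 3660232 counts, limits what can be said of miRNAs below 0.820 CPM.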

Other observations

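The tests of read minimums, opposite arms, arm ratios, the opposite arm of rno-miR-122-5p, gene clusters and the number of predicted miRNAs after thinning were chosen only after the results they concern were seen. No sequences were used here, so base composition and reads shared between near-identical miRNAs were not tested for any of these patterns.

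The 6 libraries can be split into 3 against 3 in 10 ways, and 4 of these, the real one included, part all 3 same-numbered pairs. The others part 1 pair. Among the 4, only the real split (1 of 4) gave as many as 20 miRNAs with an adjusted p under 0.05. Only the real split (1 of 4) gave as many as 32 mature miRNAs, or (1 of 4) 10 predicted miRNAs, past a fold change of 1.5 with an unadjusted p under 0.05. Only the real split (1 of 4) gave 4 RT-qPCR miRNAs, but the study had picked these for a difference between the same groups in the same libraries, so this comparison is void. Each of the other 3 gave 0 adjusted calls, with 18, 13 and 3 miRNAs at an unadjusted p under 0.05. The 6 splits that part 1 pair also gave 0 adjusted calls. The most they gave was 16 mature miRNAs past both criteria and 39 miRNAs at an unadjusted p under 0.05, with Control replicates 1 and 3 and CI-AKI replicate 3 on one side, so the real split was the only 1 of all 10 with as many calls. A share of 1 in 4, or of 1 in 10 over all splits, is the smallest that can be had, so the group difference cannot be told apart from chance on this count alone.

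The 20 adjusted calls were tested against library depth and against the most abundant miRNAs. With every library thinned to the smallest total 17 of the 20 remained, and with the 10 most abundant miRNAs left out before normalization 15 of the 19 others remained. The fit without them gave 12 rises and 4 falls, against 11 and 9 in the main fit. The falls of the main fit include rno-let-7c-5p, which was itself left out. The calls that were lost were thus all falls. The most abundant miRNAs do not account for the rises, but the falls depended more on this choice. Thinning changes a normalized value by counting noise alone, so it shows only that most calls do not need the extra depth. It cannot exclude other effects of depth.

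Of the 20, 17 had the opposite arm among the tested miRNAs, and in 8 of the 17 it changed in the same direction, under TMM, RLE, upper-quartile and total-count scaling alike. The more abundant opposite arm was taken where there were several. rno-let-7c-5p and rno-miR-30c-5p each have a further opposite arm, which changed in the same direction as the call, so that the number is 10 of 17 if those are taken. Among the 8, the opposite arm had an unadjusted p under 0.05 in 1, rno-let-7i-5p (named after its value was seen), and an adjusted p under 0.05 in 0. Among the 9 that changed in the other direction it had an unadjusted p under 0.05 in 3 (rno-miR-126a-3p, rno-miR-200a-3p and rno-miR-30c-2-3p, named after their values were seen), and an adjusted p under 0.05 in 0. A change in the amount of the precursor would move both arms alike, so it does not account for the calls as a set. It is not excluded for single calls, and the opposite arm often had few reads. The ratio of rno-miR-126a-5p to rno-miR-126a-3p was 0.727 ± 0.213 (SD, n = 3) in Control and 2.21 ± 0.661 in CI-AKI, so the more abundant arm changed. The ratio of rno-miR-374-5p to rno-miR-374-3p fell from 9.06 ± 0.925 to 3.66 ± 1.01, that of rno-miR-200a-5p to rno-miR-200a-3p rose from 0.0136 ± 0.00322 to 0.0347 ± 0.00526, and that of rno-miR-191a-5p to rno-miR-191a-3p rose from 478 ± 93.0 to 741 ± 35.4. Over all 134 precursors with a mean of at least 10 counts for both arms, the ratio had no overlap between groups in 47 (35.1%). Chance gives 10% on average over all splits of the libraries. Of the 47, 19 had a higher 5p to 3p ratio in CI-AKI and 28 a lower one. Log2 fold changes of the arms had a Pearson's r of 0.0886 and a Spearman's rho of 0.0499 across precursors, which are not independent replicates.

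Low counts of the weaker arm are not the source of this pattern, since 33 of the 69 precursors with a mean of at least 100 counts for both arms were apart (47.8%). After thinning 37 of the 47 remained apart, but the depth of a library cancels in a ratio taken within it, so thinning adds counting noise alone and is void as a test of depth. Among the 4 splits that part all 3 same-numbered pairs, only the real one (1 of 4) gave as many as 47, and the other 3 gave at most 12, while a split parting 1 pair gave 24. A hypothesis is that the choice of arm, or the stability of single arms, may differ between the kidneys. It cannot be told apart from a chance split of libraries at this size, nor from differences in ligation or RNA quality between libraries, which were not tested.

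A similar pattern appears among neighbouring miRNA genes. Of the 91 mature miRNAs with an unadjusted p under 0.05, 84 could be placed at a single locus, and 9 clusters of genes within 10 kb of each other held at least 2 such precursors. Changes in both directions occurred in 6 of the 9 clusters, under each of the 4 scalings named above. In the cluster of miR-191 and miR-425, rno-miR-191a-5p rose by a log2 fold change of 0.84 and rno-miR-425-3p fell by 0.35 on the log2 scale. In the cluster of miR-322, rno-miR-322-5p had a log2 fold change of 1.24 and rno-miR-450b-5p one of -0.71. In the miR-16 and miR-200a clusters the 2 arms of a single precursor went opposite ways. Apart from the miRNAs among the 20 calls, these changes rest on unadjusted p-values, so a change in transcription of the clusters cannot be ruled out. These examples were chosen after their values were seen.

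Predicted miRNAs were listed either at 0 or at 10 reads and above. Of their 395 values above 0, 0 lay between 1 and 9 reads, whereas 470 of 1796 (26.2%) did for mature miRNAs in the same range of mean count. This is consistent with a minimum of 10 reads per library when the miRNAs were predicted, so that a 0 may stand for up to 9 reads. With every such 0 set to 9 reads, 3 of the 10 predicted calls remained, and none of the 7 that rose. Before that replacement 5 of the 7 rises held the same counts, 0, 0, 11, 29, 30 and 23. With zeros set to 9 reads there were 9 calls in all, 0 higher and 9 lower. It is the extreme case and weighs most in Control replicate 2, where 9 reads are the largest share, so it shows what the minimum could hide and not what it hid. With each set of identical entries counted once there were 7 calls, 5 higher and 2 lower. Among the 83 predicted entries above 0 in at least 2 libraries, 28 fell into 8 sets of identical counts, of which the largest held 10, so several entries may be copies of one sequence. The rises are thus not distinguishable from an effect of the minimum.

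The larger number of predicted miRNAs listed in CI-AKI libraries was tested against depth. After thinning to the smallest total, averaged over 100 draws, the numbers at 10 reads or more were 23.7, 41 and 24.0 in Control and 24.8, 25.9 and 21.3 in CI-AKI, a difference in means of -5.55. This test is void. Control replicate 2 is the smallest library and was not thinned, so it kept its own 41, and the minimum applied again at lower depth removes the entries with few reads in the others. At similar depth Control replicate 3, with 11120448 counts, listed 65 and CI-AKI replicate 1, with 11018761, listed 80, so depth does not account for the difference between these 2 libraries. The source of the larger number was not found.

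The rise of rno-miR-122-5p, with 102 and 34 counts in CI-AKI replicates 1 and 2 and 1 in replicate 3, was compared with markers of red blood cells. rno-miR-451-5p, rno-miR-144-3p and rno-miR-144-5p were listed at 0 in every library (summed count 0) and rno-miR-486 was not listed, so the test is void. The opposite arm, rno-miR-122-3p, had 2 counts in all, 1 in each of CI-AKI replicates 1 and 2. RNA from another tissue in these 2 libraries cannot be told apart from a rise in the kidney.

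Several miRNAs were listed at 0 in all 6 libraries, among them both arms of miR-21 and both arms of miR-142. Of 280 precursor names with both arms listed, 32 had both at 0. No explanation for these values was tested, so a 0 in every library need not mean that the miRNA is absent from the kidney. The shares and ranks of abundance given above are thus those of the listed counts alone.

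Of the 36 mature miRNAs on the list in the study, 34 were tested here, and 34 changed in the listed direction. By the same criteria 30 passed, 15 had an adjusted p under 0.05 over all 438, and 32 had one over the list alone, which shows no stability because the list was drawn from these libraries. 5 of the 20 adjusted calls were not on the list. They were rno-let-7c-5p, rno-miR-20a-5p, rno-miR-221-3p, rno-miR-93-5p and rno-miR-99b-5p, and are named after their values were seen. Each changed by less than 1.5-fold here, the fold change that the list required and the adjusted calls did not. The number of mature and predicted miRNAs past the criteria was 42 here, with the filter on low counts. That is lower than the value quoted from the study above. The number of predicted miRNAs was 10 here. That is also lower than the quoted value. With no filter, 36 mature miRNAs (23 higher, 13 lower) and 27 predicted miRNAs passed. The mature numbers then equal the quoted ones, and the predicted number stays lower. The members are not identical. In the edgeR fit with no filter rno-miR-1298 had an unadjusted p of 0.0585 and did not pass. The rise of rno-miR-122-5p was at least 8.72-fold here (8.29-fold with TMM factors) and the fall of rno-miR-1298 at least 3.98-fold, and these fell to 3.22-fold and 2.16-fold with one replicate left out. All are lower bounds below the quoted values and do not exclude them.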
